A study of Danio rerio with 25 samples.

How the data were processed

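The study measured chromatin accessibility (ATAC-seq, in which the Tn5 transposase cuts and tags open DNA) and polyadenylated RNA in zebrafish heart cells carrying reporters of the epicardium, the outer cell layer of the heart. The 25 libraries fell into 10 groups by their labels. The 14 ATAC libraries comprised larval epicardium and larval non-epicardium purified with a tcf21 reporter (2 libraries each), the same pair of populations purified with a tbx18 reporter (2 libraries each), and adult epicardium after cryoinjury (4 libraries) or sham surgery (2 libraries). The 11 RNA libraries comprised larval epicardium and non-epicardium (3 libraries each) and adult epicardium after cryoinjury (3 libraries) or sham surgery (2 libraries). Larvae were taken at 5 days post fertilization and adults at 3 days after surgery. Per the labels, ATAC cells and larval RNA cells were obtained by fluorescence-activated cell sorting, whereas adult RNA came from a pulldown of nuclei, and larval and adult tcf21 lines carried different reporter constructs. Stage, construct and, for RNA, purification method therefore cannot be told apart in any comparison of adult with larval libraries.

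The authors deposited whole-number counts of reads per gene for 31275 genes and per peak for 61954 peaks of one set shared by all ATAC libraries. The aligner, the counting tool, the peak caller, the strandedness and the genome build are not stated in the labels or the file headers. The ATAC counts have a lowest value of 1 in every library, so a 1 stands for 1 read or none. The authors also deposited FPKM for the peaks, which equal the count divided by the library's total and scaled so that each library sums to the same total, whatever the width of the peak, and they were not used beyond this check. The GC content of each peak was deposited as a fraction. The deposited annotation gives each peak a genomic feature, a gene and a distance to the nearest transcription start, and gene names were taken from the RNA table, which holds the annotated gene of 56276 peaks. In the RNA table a dot stands where a gene name would have a colon, a hyphen or brackets, and names such as PAMR1 (2 of 2) are given here with brackets. Peaks span 501 bases in 95.0% of cases, and coordinates are given as in the files, counted from 1. Even counts were more frequent than their odd neighbours in ATAC (ratio 1.07 to 3.49, over counts from 4 to 20) and not in RNA (0.956 to 1.04), so that part of the ATAC counts come in pairs and their effective number is smaller than the total.

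Total counts ranged from 4635226 to 8371594 per RNA library and from 755606 to 6248597 per ATAC library. A floor of 3 counts corresponded to 0.358 to 0.647 CPM (counts scaled to a fixed library total) in RNA and 0.480 to 3.97 CPM in ATAC, and such floors cover counting error only, since PCR copies are not independent molecules. Where all libraries of one group lay at or under 3 counts, the fold change was computed against that floor and is given as a lower bound. No pair of replicates agreed within sampling noise (chi-square per degree of freedom 26.3 to 73.8 in RNA and 3.14 to 5.10 in ATAC), and each library was counted once.

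Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, two-sided), with TMM scaling, the filterByExpr filter by group (minimum count 10, minimum total count 15), one mean per group and all libraries of an assay in one fit. P-values were adjusted by the Benjamini-Hochberg method, and features with an adjusted p under 0.05 are referred to as called. The filter left 20745 genes and 61883 peaks. Standard errors were the absolute log2 fold change divided by the square root of the F statistic. CPM values are scaled by TMM. Sets of features were tested with camera of limma 3.58.1, two-sided, with a preset inter-gene correlation of 0.01, and their p-values were adjusted over the RNA and the ATAC set. Agreement between RNA and ATAC was described by Spearman's rho across genes, which are not independent replicates. Its spread was taken from single libraries of the first group, each set against the mean of the second group. Wilson intervals at the 95% level are given for shares of peaks.

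The groups, the tests, the alternatives and 14 marker genes were fixed before the data were examined. The genes named were the markers and, for each RNA comparison, the 3 genes with the largest log2 fold change in each direction among called genes with at least 5 CPM in the higher group, no overlap between the replicates of both groups and a name that is not a clone or placeholder name. For each ATAC comparison of a pair of groups, 1 peak in each direction was named by the same rule with at least 1 CPM. Alternatives were DESeq2 size factors, scaling by total count, DESeq2 1.42.0 (Wald test), no filter on low counts, a fit of the compared groups alone, an added minimum log2 fold change of 1, and leaving out each library in turn. The filter was repeated in fits of the compared groups alone and in those that left out a library, so the number of tested features changed. The replicate number was fitted as a block in ATAC, with the pairing taken from the replicate numbers in the labels. Cryoinjury replicates 3 and 4 have no same-numbered library in the other group, so the block takes them out of the cryoinjury comparisons. Removal of a loess trend on abundance (span 0.3), halved ATAC counts and a filter on RNA background were chosen after seeing the data, as were the adjustment of the set tests over both assays and the alternative scalings of promoter shares. The background filter kept 18870 genes that in at least 2 libraries had at least 10 counts and more reads per kilobase than the 95th percentile of 244 odorant, vomeronasal-type and trace amine receptor genes.

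The tests were tested on simulated data drawn from the means and dispersions of the real libraries, with 200 features changed between cryoinjury and sham. The changed features were taken only from those above a minimum mean count in the adult libraries, so the shares called leave out sparser features. At a 16-fold change, edgeR called 70.5% of the changed genes among 19681 genes and 98% of the changed peaks among 61787 peaks, with 4.08% and 7.55% of calls false. At a 4-fold change it called 1% of the genes among 19615 genes and 62% of the peaks among 61800 peaks, with 10.1% of the peak calls false. DESeq2 called 78.5% of the genes at a 16-fold change, with 19.9% of its calls false. In camera of limma, a set of 400 genes of which 100 were raised gave an adjusted p = 2.35e-06, and a random set gave an adjusted p = 0.707. Genes were simulated independently of each other, so this check does not cover correlation between the genes of a set. Python 3.11.15 with scipy 1.17.1 was used for the remaining steps.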

Results

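Accessibility and RNA abundance were measured in zebrafish epicardium to ask which regulatory regions and genes distinguish the larval epicardium from other heart cells, which respond to cryoinjury of the adult heart, and how the injured adult epicardium compares with the larval one. In RNA, totals ranged from 5250092 to 8371594 counts in 3 larval epicardium libraries, from 5549975 to 6702283 in 3 larval non-epicardium libraries, from 4635226 to 5125086 in 3 adult cryoinjury libraries and from 4690827 to 6213579 in 2 sham libraries. In ATAC, the tcf21 larval libraries had 755606 and 941610 counts in epicardium and 913324 and 2273259 in non-epicardium. The tbx18 larval libraries had 2051230 and 5343957 counts in epicardium and 2154839 and 6248597 in non-epicardium. The 4 cryoinjury libraries ranged from 1070024 to 3817831 counts, and the 2 sham libraries had 1314540 and 2622189.

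The first principal component of the RNA libraries held 48.2% of the variance and separated larval from adult libraries, and the second held 16.9% and separated larval epicardium from larval non-epicardium. In ATAC the first component (34.0%) separated the tbx18 libraries from the adult ones with the tcf21 larval libraries between them, and the second (21.1%) separated larval epicardium from non-epicardium. Cryoinjury and sham libraries overlapped on both ATAC components. Of the 61954 peaks, 42.9% were annotated to introns, 24.9% to intergenic sequence and 20.6% to promoters.

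**Figure D1:**
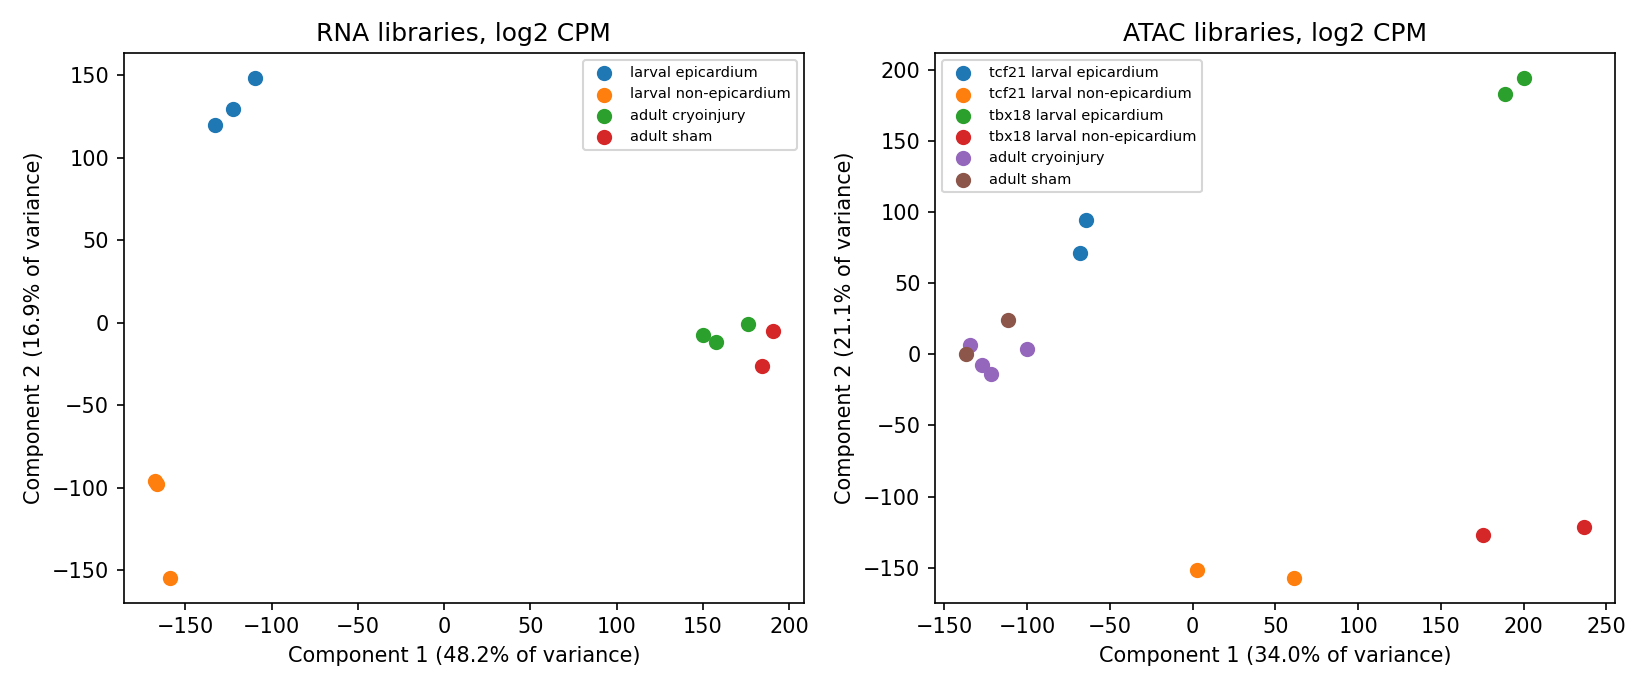
Principal components of log2 CPM in the RNA libraries (left) and the ATAC libraries (right), 1 point per library and 1 colour per group, with the share of variance on each axis. Component 1 holds 48.2% of the variance in RNA and 34.0% in ATAC, and cryoinjury and sham ATAC libraries lie among each other.

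Which genes distinguish larval epicardium from the other larval heart cells was tested with 3 libraries against 3. Of 20745 genes, 2789 were called, 1178 higher and 1611 lower in epicardium. The number of calls moved most when only the compared groups were fitted (5167). Without larval epicardium replicate B, 1169 were higher and 1066 lower. Scaling by total count gave 1938 higher and 1125 lower, so that the larger side depended on that library and on the scaling. Under that scaling the median log2 fold change of all genes was 0.93, against 0.32 with TMM, 0.45 with DESeq2 size factors and 0.12 with the trend on abundance removed. Of the 14 marker genes, 11 were called, and 11 also when adjusted over the list alone. All 5 epicardial markers were higher in epicardium. *tcf21* (ENSDARG00000036869) had 230 ± 122 CPM in epicardium (SD, n = 3) and at most 3 counts per library in non-epicardium, a difference of at least 397-fold (adjusted p = 1.09e-06, edgeR). *tbx18* was higher by a log2 fold change of 6.73 (SE 0.71, adjusted p = 2.93e-06, edgeR), and *wt1a*, *wt1b* and *aldh1a2* by 6.68, 6.84 and 5.42. The cardiomyocyte markers *myl7*, *vmhc* and *tnnt2a* were lower, with log2 fold changes of -3.93, -3.16 and -4.02. Of the endothelial markers, *cdh5* and *fli1a* were lower (log2 fold changes of -4.03 and -3.96), whereas *kdrl* was higher (3.17, SE 0.52, adjusted p = 0.000336, edgeR). The leukocyte markers *ptprc*, *mpeg1.1* and *lcp1* were not called (adjusted p from 0.215 to 0.719, edgeR).

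**Figure D2:**
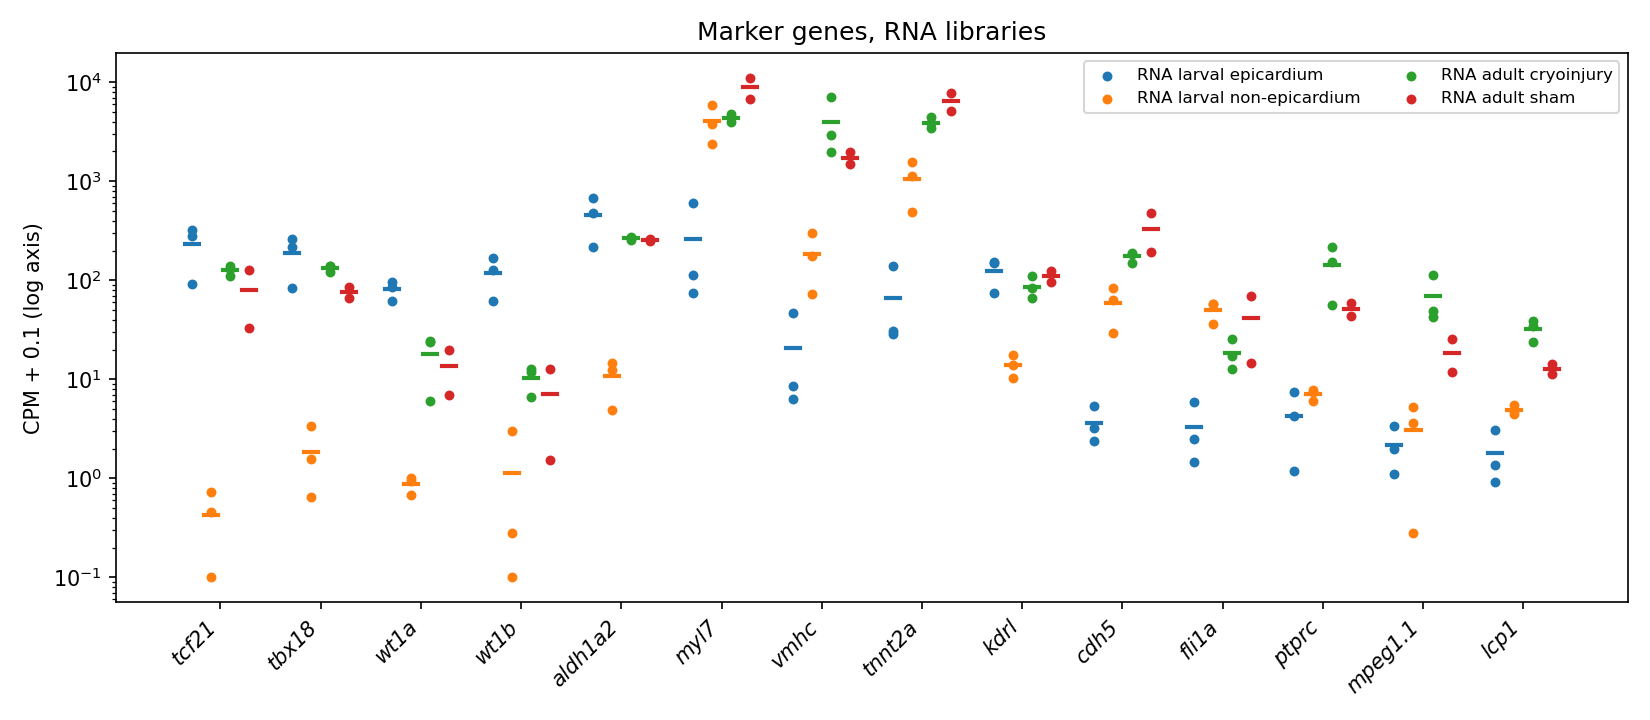
CPM plus 0.1 on a log axis for the 14 marker genes in the 11 RNA libraries, 1 point per library and a bar at each group mean. *tcf21* averages 230 CPM in larval epicardium and 127 CPM after cryoinjury, against 0.329 CPM in larval non-epicardium, and *myl7* averages 4381 CPM after cryoinjury and 8930 CPM after sham surgery.

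The largest increases in larval epicardium were those of *rbp7b* (181 ± 80.1 CPM, SD, n = 3, at least 311-fold), *tcf21* and *adma* (1921 ± 958 CPM, SD, n = 3, 491-fold). The largest decreases were those of *cahz*, *hbbe2* and *hbae3*, with log2 fold changes of -12.12, -11.57 and -11.11. *hbbe2* and *hbae3* belong to globin families whose members can share reads, so their values are uncertain in how reads were divided among copies.

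Accessibility in the same larval populations was compared with 2 libraries against 2 for each reporter. With tcf21, 8196 of 61883 peaks were called, 4140 higher and 4056 lower in epicardium. Fitting only the compared groups moved this count most, to 6328, but with the filter repeated only 29783 peaks were tested there. With the replicate number as a block the count was 8006, and same-numbered libraries deviated together with a correlation of 0.051. With tbx18, 16620 peaks were called, 8522 higher and 8098 lower, and 20920 with counts halved. With the replicate number as a block the count was 16794, and the correlation of same-numbered libraries was 0.121. Of the 4140 peaks higher with tcf21, 2877 were also higher with tbx18, against 570 expected if calls were independent, and 59 were lower with tbx18. Of the 4056 lower peaks, 1965 were also lower with tbx18. The log2 fold changes of both reporters correlated across peaks with a Spearman's rho of 0.461. The epicardium effect itself differed between the reporters at 933 peaks, 680 with the higher log2 fold change of epicardium over non-epicardium in tcf21 and 253 in tbx18, whichever of the effects is larger in size. This count was 1215 with the replicate number as a block and 180 when only the larval libraries were fitted. Non-epicardium libraries of the reporters differed from each other at 8111 peaks and epicardium libraries at 13567. Each reporter is a batch of its own, so that reporter and batch cannot be told apart.

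Of the 44 peaks annotated to the 5 epicardial markers, 21 were higher and 0 lower with tcf21 (25 and 1 at an unadjusted p under 0.05), and 26 were higher and 1 lower with tbx18. The tcf21 peak with the largest increase lay in intergenic sequence on chromosome 11 from 10115547 to 10116047, with *nlgn1.1* as annotated gene, and had 98.5 ± 34.9 CPM in epicardium (SD, n = 2), at least 39.4-fold above non-epicardium (adjusted p = 2.43e-08, edgeR). The largest decrease lay in an intron of *TACC2* on chromosome 13 from 28715145 to 28715645, with 125 ± 47.5 CPM in non-epicardium (SD, n = 2), at least 31.7-fold above epicardium. With tbx18 the largest increase lay at a transcript end of *rgs19* on chromosome 23 from 8764412 to 8764912, at least 41.7-fold, and the largest decrease in an intron of *myb* on chromosome 23 from 31920305 to 31920805, at least 53.5-fold. The genome build of these positions is not stated.

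Promoters made up 20.6% of all tested peaks. They made up 7.80% of the peaks higher in tcf21 epicardium (95% Wilson interval 7.02 to 8.66) and 31.9% of the lower ones (30.5 to 33.4). With tbx18 they made up 5.34% of the higher peaks (4.88 to 5.84) and 10.4% of the lower ones (9.79 to 11.1). Over 15851 genes with both measurements, the log2 fold changes of RNA and of tcf21 accessibility correlated with a Spearman's rho of 0.397 across genes. Single libraries gave 0.318 to 0.349. Among 2457 genes called in RNA, rho was 0.632 and 79.5% had the same direction in both assays.

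The response of the adult epicardium to cryoinjury, a freezing injury of the heart wall, was measured against sham surgery. A list of 20 cardiomyocyte genes took 9.29% to 11.6% of RNA counts after cryoinjury and 13.8% to 19.5% after sham surgery. A difference in the mixture of cells therefore cannot be told apart from a response of the epicardium in RNA. In RNA, with 3 cryoinjury and 2 sham libraries, 66 of 20745 genes were called, 47 higher and 19 lower, and 3879 had an unadjusted p under 0.05. The alternative that moved this count most was DESeq2, which gave 1445. Fitting only cryoinjury and sham libraries gave 0 of 14178 tested genes, with 1744 at an unadjusted p under 0.05. Scaling by total count gave 247 higher and 34 lower, and removal of the trend on abundance gave 39 higher and 34 lower. The median log2 fold change of all genes was 0.38 with total count and 0.02 with TMM. In the simulation a 4-fold change was called in 1% of genes, so that changes of this size were mostly not detectable at this replication. The genes with the largest increases were *igflr1* (28.0 ± 14.4 CPM, SD, n = 3, at least 41.4-fold), PAMR1 (2 of 2) (18.1 ± 11.7 CPM, SD, n = 3, at least 26.8-fold) and *dnmt3bb.3* (15.2 ± 9.79 CPM, SD, n = 3, at least 22.5-fold), each with 0 counts in both sham libraries. Those with the largest decreases were *ormdl3* (17.5 ± 15.5 CPM in sham, SD, n = 2, at least 30.3-fold), *ndp* (14.05 ± 5.49 CPM, SD, n = 2, at least 24.3-fold) and ASPG (3 of 3) (10.9 ± 1.29 CPM, SD, n = 2, at least 18.9-fold), each with 0 counts in the 3 cryoinjury libraries. Their adjusted p ranged from 0.0187 to 0.0469 (edgeR), and none of the 6 was called when only the compared groups were fitted. With the trend removed, PAMR1 (2 of 2), *dnmt3bb.3* and *ndp* were not called, and *ndp* and ASPG (3 of 3) were not called in any of the 3 fits that each left out a cryoinjury library, nor PAMR1 (2 of 2) without cryoinjury replicate 8. PAMR1 (2 of 2), *dnmt3bb.3* and ASPG (3 of 3) are named as members of families that can share reads.

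**Figure D3:**
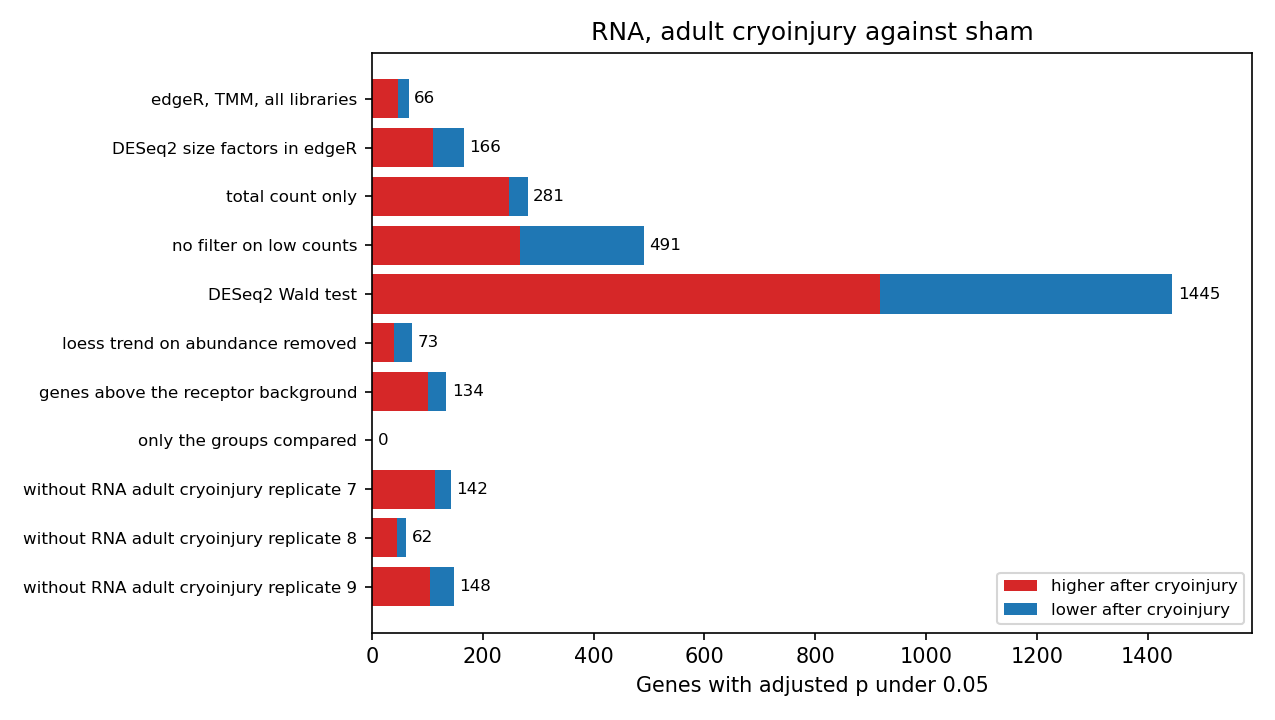
Number of genes with an adjusted p under 0.05 between adult cryoinjury and sham in RNA under each setting, with genes higher after cryoinjury and genes lower after cryoinjury stacked. The count is 66 in edgeR with TMM and all libraries, 1445 in DESeq2 and 0 when only the compared groups are fitted.

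No marker gene was called after cryoinjury (0 of 14, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, with a lowest unadjusted p of 0.0545 in edgeR). *tcf21* had 127 ± 15.1 CPM after cryoinjury (SD, n = 3) and 79.9 ± 66.4 CPM after sham surgery (SD, n = 2), and the direction of its difference depended on sham replicate 4. *ptprc*, *mpeg1.1* and *lcp1* had log2 fold changes of 1.47, 1.89 and 1.34, *myl7* and *tnnt2a* of -1.03 and -0.73 and *vmhc* of 1.21, and none of these 6 genes passed the adjustment (adjusted p from 0.277 to 0.568, edgeR).

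In ATAC, with 4 cryoinjury and 2 sham libraries, 1 of 61883 peaks was called, and 4139 had an unadjusted p under 0.05. The count moved most with counts halved, to 16, and with the replicate number as a block it was 0. The block takes cryoinjury replicates 3 and 4 out of this comparison. In the simulation edgeR called 62% of peaks changed 4-fold, a share that leaves out sparser peaks. The called peak lies in a promoter on chromosome 22 from 8767551 to 8768051 and was named after its values were seen, because its annotated gene has a clone name. It had 1.02 ± 0.461 CPM after cryoinjury (SD, n = 4) and 17.9 ± 10.9 CPM after sham surgery (SD, n = 2), a log2 fold change of -3.99 (SE 0.54, adjusted p = 0.000168, edgeR). Of the 44 peaks at epicardial markers, 0 were called (3 higher and 3 lower at an unadjusted p under 0.05). RNA and ATAC log2 fold changes after cryoinjury did not correlate across genes, with a rho of -0.014 over 15851 genes and a range of -0.030 to 0.017 over single libraries.

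Whether features of the larval epicardium moved together after cryoinjury was tested on sets. The 1178 genes higher in larval epicardium had a mean log2 fold change of 0.23 after cryoinjury, against 0.48 for all genes, and camera of limma gave an adjusted p = 0.968. Their median was 0.024, against 0.019 for all genes, and 51.1% of them had a positive value, so the difference in means was not one of the typical gene. The 4140 larval epicardium peaks had a mean log2 fold change of -0.17, against 0.06 for all peaks, and 34.4% of them had a positive value (adjusted p = 4.53e-06, camera of limma). With the inter-gene correlation estimated from the data (0.0401) it no longer passed (adjusted p = 0.0886, camera of limma). The p before adjustment over both assays was 0.0443 (camera of limma). In the other tested alternatives the adjusted p ranged from 4.08e-09 to 0.00537. Sham replicate 1 bears on the size of this mean, which was -0.0032 without it, while all peaks then averaged 0.20.

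Injured and uninjured adult epicardium were each compared with larval epicardium. The cardiomyocyte list took at least 9.29% of RNA counts in adult libraries and at most 0.237% in larval epicardium, so the mixture of cells may differ too. In RNA, 7904 genes were called between cryoinjury and larval epicardium, 2518 higher and 5386 lower in the adult, and 7707 between sham and larval epicardium, 2386 higher and 5321 lower. Without a filter on low counts the cryoinjury comparison had 12100 calls. Lower genes made up 68.1% of the cryoinjury calls with TMM, 75.6% with DESeq2 size factors and 73.4% with total count. With the trend on abundance removed, which centres the fold changes at each abundance, the calls were 2840 higher and 2508 lower for cryoinjury, and 2830 higher and 2096 lower for sham. Scaling by total count gave 1608 higher and 6860 lower for sham. The median log2 fold change of all genes was -0.59 for cryoinjury with TMM, -0.96 with DESeq2 size factors, -0.86 with total count and 0.04 with the trend removed. For sham it was -0.92 with TMM, -1.23 with DESeq2 size factors, -1.53 with total count and -0.28 with the trend removed. Both adult groups shared 1843 higher and 3495 lower genes. The epicardial markers *wt1a* and *wt1b* were lower after cryoinjury than in larvae, with log2 fold changes of -2.17 and -3.52 (adjusted p = 0.0133 and 0.00631, edgeR), whereas *tcf21*, *tbx18* and *aldh1a2* were not called. *aldh1a2* was called lower after cryoinjury with DESeq2 size factors, and *wt1a* was not called without cryoinjury replicate 9. In sham, *wt1a* and *wt1b* were called lower, and *tcf21* and *tbx18* were not called with TMM but were called lower with total count and with DESeq2 size factors. All 3 cardiomyocyte markers, all 3 leukocyte markers, *cdh5* and *fli1a* were higher in both adult groups. *fli1a* after cryoinjury was not called with total count, with the trend removed or with only the compared groups, and *lcp1* in sham was not called with total count or with only the compared groups. Of the 14 markers, 10 were called in each comparison, and over the list alone 10 for cryoinjury and 11 for sham.

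The largest increases after cryoinjury relative to larvae were those of *nme2b.2* (1253 ± 241 CPM, SD, n = 3, 1316-fold), *ba1* (761 ± 605 CPM, SD, n = 3, 1258-fold) and *DDX47* (25.7 ± 5.04 CPM, SD, n = 3, at least 70.3-fold). The largest decreases were those of *sec61g* (503 ± 134 CPM in larvae, SD, n = 3, at least 869-fold), SAT1 (3 of 3) (at least 348-fold) and *id2b* (at least 323-fold), each with 0 counts in the 3 cryoinjury libraries. In sham the largest increases were those of *mb* (11901 ± 8155 CPM, SD, n = 2, 3394-fold), *nme2b.2* and *ba1*, and the largest decreases those of ADM (2 of 2) (at least 1362-fold), *sec61g* (at least 743-fold) and *fosb* (at least 603-fold). *nme2b.2*, *ba1*, SAT1 (3 of 3) and ADM (2 of 2) are members of families that can share reads. *sec61g* had 3543 to 4972 counts per larval epicardium library and 0 in every adult library. Such an absence cannot be assigned to stage, because construct and purification method differ as well.

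In ATAC, 8685 peaks were called between cryoinjury and tcf21 larval epicardium, 2463 higher and 6222 lower in the adult, and 4726 between sham and larval epicardium, 1446 higher and 3280 lower. Scaling by total count turned these splits to 5317 higher and 3828 lower for cryoinjury and to 2557 higher and 2104 lower for sham, with a median log2 fold change of all peaks of 0.41 against 0.07 with TMM for cryoinjury and of 0.27 against 0.03 for sham. Both adult groups shared 1059 higher and 2801 lower peaks. Promoters made up 27.9% of the peaks higher after cryoinjury (95% Wilson interval 26.1 to 29.7) and 10.3% of the lower ones (9.54 to 11.05), and 32.0% (29.7 to 34.5) and 7.23% (6.39 to 8.16) in sham. In both comparisons the largest increase was at a peak in an intron of *sh3bgrl2* on chromosome 23 from 31479880 to 31480380, with 128 ± 11.8 CPM after cryoinjury (SD, n = 4) and 118 ± 7.40 CPM after sham surgery (SD, n = 2), at least 32.5-fold and 30.1-fold above larvae. The largest decreases were in an intron of *aifm5* on chromosome 21 from 39278006 to 39278506 for cryoinjury (59.3-fold) and in an intron of *lims2* on chromosome 9 from 112925 to 113425 for sham (at least 24.1-fold). RNA and ATAC log2 fold changes between cryoinjury and larval epicardium correlated with a rho of 0.086 across 15851 genes, and single libraries gave 0.052 to 0.097.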

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

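The tests in this part were chosen before their own results were computed, but after the patterns they bear on were seen.

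The epicardium effect differed between the tcf21 and tbx18 reporters at 933 peaks by a test of the difference itself. A technical explanation is a difference between the reporter experiments. Of these 933 peaks, 39.0% also differed between the non-epicardium libraries of the reporters, against 13.1% of all peaks. The non-epicardium libraries enter the tested difference too, so that this share would exceed that of all peaks under either explanation, and the difference between epicardial cells marked by each reporter cannot be told apart from one between experiments.

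In the 4 ATAC cryoinjury libraries, 4.29% of peaks had a count of 1 in replicate 1, far from the 0.0307% to 0.460% of the other 3 libraries. Of 15 values checked in this group, this 1 stood apart, close to what chance gives. A lower library size may be the reason, because the other 3 libraries thinned to its total had up to 2.27% of peaks at 1 or under, but this left part of the difference, and the lowest of them had 0.697%. No biological explanation was tested.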

How the results depend on the processing

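Calls between larval epicardium and non-epicardium in RNA rose from 2789 to 4315 with DESeq2 and to 5167 when only the compared groups were fitted, and ranged from 1561 to 2320 across the 6 fits that each left out one library. Calls after cryoinjury in RNA rose from 66 to 166 with DESeq2 size factors, 281 with total count, 491 without a filter, 1445 with DESeq2 and 134 with genes above the receptor background, and fell to 0 (1744 at an unadjusted p under 0.05) with the compared groups only. They ranged from 62 to 148 across the 3 fits that each left out a cryoinjury library. All 66 genes were also called with DESeq2, with its size factors, by total count, without a filter and above the background, and 46 with the trend on abundance removed. RNA calls between cryoinjury and larvae rose from 7904 to 12100 without a filter. They fell to 5348 with the trend removed and to 5684 with the compared groups only, and ranged from 5894 to 7605 with one library left out. Those between sham and larvae fell from 7707 to 4926 with the trend removed and rose to 9568 without a filter. They ranged from 5030 to 5519 with one larval library left out. In simulated counts edgeR called 65% of genes changed 16-fold with cryoinjury and sham libraries only, against 70.5% with all libraries, and 0.5% against 1% of those changed 4-fold. The simulation gave each gene the same dispersion in all groups, so a larger spread of the adult libraries, which would also lower the calls of the compared groups, was not tested, and the cause of the fall to 0 is open. The causes of the other changes were not tested beyond what the other parts give.

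In ATAC, the 1 peak called after cryoinjury became 2 with DESeq2, 16 with counts halved and 10 with the compared groups only, and 1 to 2 with one cryoinjury library left out. With the replicate number as a block it became 0 (3094 at an unadjusted p under 0.05), with a correlation of same-numbered libraries of 0.019. Calls between cryoinjury and larvae went from 8685 to 3607 with the replicate block (correlation -0.030) and ranged from 6365 to 9208 with one cryoinjury library left out. In both cryoinjury comparisons the block takes cryoinjury replicates 3 and 4 out of the contrast. These falls can therefore not be read as effects of pairing alone. Calls between sham and larvae went from 4726 to 4292 with the block (correlation -0.020). The difference between reporters fell from 933 to 180 peaks when only the larval libraries were fitted and was 1215 with the block. The cause was not tested. Without a filter only 71 more peaks entered, which could hardly move the ATAC counts. In the ATAC fits that left 1 library in a group no calls were made, and at least 99.2% of the called peaks kept their direction.

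The fall of the larval epicardium peak set after cryoinjury kept its direction relative to all peaks, at a mean of -0.17. With the inter-gene correlation estimated the mean of -0.173 is the same but the adjusted p = 0.0886 (camera of limma) no longer passed. The p before adjustment over both assays was 0.0443 (camera of limma). In the other tested alternatives the adjusted p ranged from 4.08e-09 to 0.00537. With the replicate block, which takes cryoinjury replicates 3 and 4 out of the comparison, the mean was -0.14 (adjusted p = 0.00537, camera of limma). It ranged from -0.223 to -0.0032 across the 6 fits that each left out one library. The RNA set was not called in the alternatives that were tested (adjusted p from 0.225 to 0.990, camera of limma), and its mean ranged from 0.153 to 0.530 with one library left out. No test was made without a sham library, and without sham replicate 4 the mean of the set minus that of all genes was -0.77, against -0.25 with all libraries. The medians without sham replicate 4 were 0.059 for the set and 0.097 for all genes. The correlation of RNA and ATAC in larvae moved from 0.397 to 0.363 with the highest peak of each gene, 0.632 among called genes and 0.377 without a filter. After cryoinjury it moved from -0.014 to 0.087 among the 46 called genes with peaks, a reversal of a value near 0. Between cryoinjury and larvae it moved from 0.086 to 0.119 among called genes and 0.120 without a filter. A minimum log2 fold change of 1 removed at most 30 peaks per set and could hardly move the promoter shares. With other scalings, the promoter share of peaks lower in tcf21 epicardium went from 31.9% to 29.5% with DESeq2 size factors and 33.6% with total count. With total count that of the peaks higher than in larvae went from 27.9% to 32.1% for cryoinjury and from 32.0% to 36.5% for sham, and that of the lower ones from 10.3% to 9.48% for cryoinjury. The other shares stayed within their intervals.

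Of 87 named gene and peak results, the settings other than leaving out a library left 589 of 617 values on their side of the threshold, with 14 weaker, 10 stronger and 4 reversed. With one library left out, 427 of 470 values stayed, 10 were weaker, 2 stronger, 26 moved and 5 reversed. Fits that left 1 library in a group gave no p-value, so staying there refers to the log2 fold change alone. Each reversal was of a difference that was not called. *mpeg1.1* in larvae went from -0.50 to 0.31 with total count and ranged from -0.99 to 0.18 with one library left out. After cryoinjury, *aldh1a2* went from 0.05 to -0.00795 with DESeq2 size factors and in DESeq2, and *kdrl* from -0.35 to 0.026 with total count. With one library left out, *tcf21* ranged from -0.034 to 1.99, *wt1a* from -0.18 to 1.41 and *wt1b* from -0.34 to 2.86, each lowest without sham replicate 4, and *fli1a* ranged from -1.94 to 0.38, highest without sham replicate 12.

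The block on replicate number fixed beforehand for larval RNA was not run, because the columns of the larval groups carry no replicate number that matches the labels, and cryoinjury and sham share none. Leaving out mitochondrially encoded genes was not run because 0 genes carry such a name, and leaving out unplaced and mitochondrial peaks was not run because all peaks lie on 25 chromosomes. The depth of the tcf21 larval ATAC libraries limits the lower bounds of fold changes, since 3 counts make 3.19 and 3.97 CPM in their epicardium libraries.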

Other observations

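In this part, the tests on split libraries, on the trend with abundance, on larval non-epicardium, on sham replicate 1, on *cdh5* and *fli1a*, on the non-epicardium set, on receptor genes without adult counts, on overlaps of calls and on simulated false calls were chosen after the result was seen.

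Larval RNA libraries held reads at genes that heart cells are not expected to express. Of 244 odorant, vomeronasal-type and trace amine receptor genes, 92.6% to 98.8% had reads in larval epicardium, 38.5% to 78.3% in larval non-epicardium and 0.410% to 8.20% in adult libraries. Of the 20 such genes that were tested, 70% were called lower in cryoinjury than in larval epicardium, against 26.0% of all genes. The filter on low counts largely decides this share, since 12 of the 20 had 0 counts in every adult library and were kept for their larval reads. Background reads in the larval libraries remain a possible explanation of part of the excess of genes lower in the adult. The scaling was weighed too. Lower genes made up 68.1% of calls with TMM, 75.6% with DESeq2 size factors, 73.4% with total count and 46.9% with the trend on abundance removed. Removing the trend centres the fold changes, so the last value cannot separate an effect of scaling from a real excess. Among genes above the receptor background 63.5% of calls were lower, but this filter leaves background reads in the genes it keeps. The excess cannot be told apart from either explanation.

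A list of 20 cardiomyocyte genes took 9.29% to 11.6% of RNA counts after cryoinjury and 13.8% to 19.5% after sham surgery, against 0.119% to 0.237% in larval epicardium. RNA of cardiomyocytes in the pulldown of nuclei may contribute, because in ATAC, where cells were sorted, the 46 peaks at these genes were not more open in cryoinjury than in larval epicardium relative to lists matched on abundance (percentile 66.1 among 10000 lists). Accessibility need not follow expression, and stage differs as well.

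Immediate early genes, which respond within minutes to stress, took 2.80% to 3.30% of RNA counts in larval epicardium and 0.0271% to 0.0869% in adult libraries. Of 17 tested genes, 16 were called lower in cryoinjury than in larvae, with a median log2 fold change of -5.14 (-5.49 to -5.14 over scalings). Cell sorting against a pulldown of nuclei is a candidate explanation. Larval non-epicardium, sorted in the same way, held at least 9.21 times the share of any adult library, and the 116 ATAC peaks at these genes, all from sorted cells, lay at percentile 30.5 among matched lists. Sorting alone does not set the level, since non-epicardium held at most 1.16% of counts, less than larval epicardium, with a median log2 fold change of 1.44 between them and 15 of 17 genes higher in epicardium, 6 of the 17 called. Stage and purification differ together in RNA, so a difference of stage cannot be told apart from this.

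The larval epicardium peaks fell relative to other peaks after cryoinjury, with a median log2 fold change of -0.23. Weaker enrichment and GC content were weighed with random lists. Of 10000 lists matched on mean abundance 0% had a median as low, and of 10000 matched on GC content 0%, with list medians of -0.02 and 0.01. Random lists leave out the correlation between peaks of the set, so these shares are too low and cannot exclude either explanation. With the correlation estimated the set itself had an adjusted p = 0.0886 (0.0443 before adjustment, camera of limma). Without sham replicate 1 the set still lay 0.20 under all peaks (difference -0.20). More cells of other kinds after cryoinjury remain a possible explanation, because peaks of larval non-epicardium had a mean of 0.15 without a clear rise (a p of 0.252 from camera and an adjusted p = 0.280 over both assays, limma). Overlaps of single features do not separate such cells from a loss of epicardial accessibility. Of the 2012 peaks higher after cryoinjury at an unadjusted p under 0.05, 242 were lower in larval epicardium, against 132 expected if calls were independent, and of the 47 genes called higher after cryoinjury 18 were, against 3.65 expected. Of the 2127 peaks lower after cryoinjury at an unadjusted p under 0.05, 488 were higher in larval epicardium, against 142 expected. Either explanation allows this excess. In RNA, the 1611 larval non-epicardium genes had a mean log2 fold change of 0.30, with 46.2% positive. All genes had a mean of 0.48 and a median of 0.02. The cardiomyocyte list had a median of -0.93, with 3 of 20 genes higher. *cdh5* and *fli1a* fell and the leukocyte markers rose, none of them called. The fall of the peaks may be a loss of larval epicardial accessibility after injury. It cannot be told apart from a change in the mixture of sorted cells.

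*kdrl* was higher in larval epicardium while the endothelial markers *cdh5* and *fli1a* were lower. Endothelial cells among the sorted cells would raise all of them, and the higher of the log2 fold changes of *cdh5* and *fli1a* was -3.96. Reads shared with another gene remain a possible explanation, since 0 of the 8 peaks at *kdrl* were called higher in tcf21 epicardium (2 at an unadjusted p under 0.05) and 1 was called lower. This evidence is weak, since with tbx18 3 of these peaks were called higher and 2 lower, and accessibility need not follow RNA.

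DESeq2 called 1379 more genes than edgeR after cryoinjury. False calls at this sample size are a possible explanation. With 200 genes changed 16-fold in simulated counts, DESeq2 made 49 more calls than edgeR and 33 more false calls, so that 67.3% of the excess was false. With 4-fold changes the excess was 25 calls, of which 20% were false. The simulations therefore do not settle how many of the additional calls are false.

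For each of the RNA comparisons of 3 libraries against 3, larval epicardium against non-epicardium and cryoinjury against larval epicardium, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls. The other splits gave 0 calls, with 127 to 432 genes at an unadjusted p under 0.05 in the first comparison and 289 to 968 in the second. Mixed groups also raise the spread within groups, and with 10 splits the share cannot fall under 0.1.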
